A study of Arabidopsis thaliana with 8 samples.

How the data were processed

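Hi-C, which ligates DNA ends that lie close together and counts the joined fragments by sequencing, was applied to chloroplast membrane preparations from leaves of wild-type Arabidopsis thaliana of the Col-0 ecotype. Per the labels' protocols, plants were 14 days old and isolated chloroplasts were treated with 5 mM EGS, a chemical crosslinker, for 45 min and with 4% formaldehyde for 4 h. The protocol text is the same for all 8 samples, and the treatment label separates 4 crosslinked libraries from 4 non-crosslinked libraries, which the series describes as negative controls. Groups and replicate numbers were taken from the sample titles.

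The deposited table holds raw contact counts, not normalized, for all 12090 pairs of 155 bins of 1 kb that cover the plastid genome. Per the file headers, the map is the plastid chromosome (Pt) of the TAIR10 assembly, and each library has a column of its own. The aligner, the contact caller, any filter on read pairs and the treatment of reads with more than 1 possible position were not stated in the labels or the file headers. Total counts per library ranged from 351828 to 708524, and every column was matched to a sample by its name. Counting error was given by 95% Wilson intervals for single libraries. The interval reached at most 0.316 percentage points to either side for the share of contacts between different bins that span over 5 kb of circular distance. For the share of all contacts that span over 5 kb of folded distance, defined below, it reached at most 0.0788 points. Intervals cover counting error only, since no molecular identifiers were stated.

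The plastid genome is a circle with 2 copies of an inverted repeat, whose reads have no unique position. The repeat was located from the counts themselves, as bin pairs on the anti-diagonal of the map with at least 1000 contacts in all libraries together. This placed the copies in bins 84001 to 111000 and from 128001 to the end of the map, 27 bins each, with a large single copy region of 84 bins and a small single copy region of 17 bins. Bin pairs that join a repeat bin to the image of itself or of its neighbour in the other copy are called mirror pairs here; there were 110. Distance was measured along the circle (circular distance), as fixed before the data were examined. A folded distance, which treats the images of a repeat bin as the same place, was added after the data were seen.

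Gene names came from a RefSeq gene table of the assembly TAIR10.1, which lists 129 plastid genes. That assembly name differs from the one in the file header, so positions were compared: the sum of the positions of an image and its partner was 238.662 kb in the contacts and 238.649 kb in the gene table. Bin positions given here are 1-based and follow the deposited table; no coordinate of the gene table is printed.

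Differences per bin pair and per bin total were tested with edgeR 4.0.16 in R 4.3.3, using quasi-likelihood tests, TMM normalization and Benjamini-Hochberg adjustment with a threshold of 0.05. Pairs were filtered with filterByExpr at its default minimum count of 10, and fitted log2 changes used a prior count of 2. Standard errors were the size of the log2 change divided by the square root of the F statistic. A bin total is the sum of a bin's contacts with all other bins. Long-range bin totals, the sum over partners more than 5 kb away by folded distance, were added after the data were seen. Named bin pairs and bins are up to 5 with the largest increase and up to 5 with the largest decrease among those past the threshold and with no overlap between the groups, leaving out any within 1 bin of a chosen item. Genes are those of a fixed list and those overlapping a named bin.

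Per-library measures were compared by exact two-sided permutation tests over the 70 assignments of 8 libraries to 2 groups of 4, whose smallest possible p is 0.0286. The decay slope is the least-squares slope of log10 mean contacts per bin pair on log10 distance, from 2 to 50 kb. Observed over expected values divide each count by the library's mean at that distance. Balanced maps had unequal bin totals removed by iterative correction. For regions and listed genes, circular balancing used all contacts between different bins, adjacent and mirror contacts included. Folded balancing there used only pairs over 5 kb, so only it equalised long-range totals. The contacts of the listed genes were summarised as log2 of summed observed over summed expected contacts, because pairs without contacts have no logarithm; this departs from the mean of logarithms planned before the data were examined. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used, with DESeq2 1.42.0 as an alternative.

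The procedures were tested on simulated data. Of 100 bin pairs changed 2-fold among 381, 100% were recovered, and 5.66% of calls were false. Without a filter, 14.5% of 200 pairs changed 4-fold among 12089 were recovered. All 30 bin totals changed 2-fold among 155, and all 30 long-range totals changed 1.5-fold among 155, were recovered. No call was made in simulations without change. A simulated map with a slope of -0.4 gave -0.41 over single-copy bins and 0.03 once mirror pairs were added.

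Alternatives covered size factors, the test, the filter, scaling, distance limits, balancing, the replicate number as a block, the listed ribosomal genes and leaving out each library in turn. Those added after the data were seen used folded distance, single-copy bins only, 5-kb bins, a depth term, totals without TMM and same-bin counts as an offset, as they are or centred by TMM on the counts after the offset. A pseudocount alternative planned for normalized values had no use with counts. No reference sequence was used here, so base composition and restriction sites were not analysed.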

Results

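The organisation of plastid DNA in chloroplast membrane preparations was measured by Hi-C in 4 crosslinked and 4 non-crosslinked libraries. The series title names membrane association of transcribed genes as the principle under study, and the non-crosslinked libraries give the background of ligation without crosslinks. Crosslinked replicates 1 to 4 held 543800, 520907, 368149 and 351828 contacts. Non-crosslinked replicates 1 to 4 held 708524, 618672, 357017 and 408539 contacts. In both groups replicates 1 and 2 were deeper than replicates 3 and 4. Several differences between groups are therefore also given within the 4 deeper libraries (520907 contacts or more) and within the 4 shallower ones (408539 or fewer). Each such class holds 2 libraries per group, too few for a permutation test to pass the threshold, so differences of per-library measures are given there without a test. The libraries differed from one another by more than counting noise, with a chi-square per degree of freedom of 1.55 to 5.22 between crosslinked replicates, 5.86 to 28.9 between non-crosslinked replicates and 23.3 to 55.0 between groups. No 2 libraries thus held the same counts, and each was counted as 1 replicate, as labelled. Reads amplified by PCR can add to these values, so they do not show whether replicates came from separate samples.

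Most contacts joined a 1-kb bin to itself. These same-bin contacts made up 61.9% ± 3.24 (SD, n = 4) of all contacts in crosslinked libraries and 68.3% ± 4.33 (SD, n = 4) in non-crosslinked libraries, with overlapping ranges (58.1% to 65.9% and 63.9% to 73.1%). Within each depth class the groups did not overlap. The shares were 58.1% and 61.2% against 63.9% and 65.5% in the deeper libraries. In the shallower ones they were 62.4% and 65.9% against 73.1% and 70.7%. Adjacent bins contributed 18.0% ± 0.781 and 14.3% ± 1.36 (SD, n = 4 each), with ranges of 17.1% to 18.7% and 12.9% to 16.2% that did not overlap. Mirror pairs, which join the 2 copies of the inverted repeat at the same place, contributed 13.4% ± 0.162 and 13.6% ± 1.87 (SD, n = 4 each). Among near contacts within the repeat, 40.9% ± 0.517 (crosslinked) and 41.4% ± 1.86 (non-crosslinked) were placed across the 2 copies. Contacts over 5 kb by folded distance numbered 52972, 29093, 17537 and 10932 in crosslinked replicates 1 to 4 and 50516, 32338, 2643 and 4225 in non-crosslinked replicates 1 to 4. Spread over 10760 bin pairs, they gave 4.92 to 1.02 contacts per pair in crosslinked libraries. In the non-crosslinked libraries the mean was 4.69 contacts per pair in replicate 1 and 0.246 in replicate 3, where 8655 pairs had no contact. At this depth few differences at single long-range pairs were detectable: without a filter, 29 of 10759 such pairs differed, 8 higher and 21 lower in crosslinked libraries (edgeR, adjusted p under 0.05).

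Background ligation was compared first through the share of contacts between different bins that spanned more than 5 kb of circular distance. This long-range share was 50.8% ± 3.29 (SD, n = 4) in crosslinked libraries and 53.3% ± 8.39 (SD, n = 4) in non-crosslinked libraries. The difference of -2.51 percentage points was within the spread between replicates (exact permutation test, two-sided p = 0.657). It was -7.60 points among the deeper libraries and 2.59 among the shallower ones, and it was 0.233 without non-crosslinked replicate 2 and -5.45 without non-crosslinked replicate 4. Mirror pairs count as long-range under circular distance. The folded distance, chosen after the data were seen, moved the difference most. The shares were then 26.3% ± 8.68 and 20.5% ± 16.4 (SD, n = 4 each), a difference of 5.76 points (exact permutation test, two-sided p = 0.486), which was -2.61 in the deeper and 14.1 in the shallower libraries. Expressed as a share of all contacts, contacts over 5 kb by folded distance were 5.80% ± 2.82 and 3.53% ± 3.15 (SD, n = 4 each), a difference of 2.27 points (exact permutation test, two-sided p = 0.286), 1.48 in the deeper and 3.05 in the shallower libraries. The only setting with groups that did not overlap left out adjacent bins, where the difference was -2.21 points (exact permutation test, two-sided p = 0.0286).

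How contacts fell with distance was compared next. With circular distance over all bins, the slope between 2 and 50 kb was 0.45 ± 0.15 (SD, n = 4) in crosslinked and 1.03 ± 0.44 (SD, n = 4) in non-crosslinked libraries, and the difference of -0.58 did not pass the threshold (exact permutation test, two-sided p = 0.0571). It was -0.316 in the deeper and -0.845 in the shallower libraries, and the groups did not overlap within either class. Mirror pairs add contacts at large circular distances, and both slopes were positive. Over single-copy bins only, an alternative chosen after the data were seen, the slope was -0.30 ± 0.034 (SD, n = 4) in crosslinked libraries and 0.030 ± 0.035 (SD, n = 4) in non-crosslinked libraries. That difference of -0.33 was larger than the spread between replicates (exact permutation test, two-sided p = 0.0286, the smallest the 70 assignments can give). It was -0.28 among the deeper libraries and -0.38 among the shallower ones. In the same bins, contacts per pair at 2 to 5 kb were 2.27 ± 0.201 (SD, n = 4) times those at 20 to 50 kb in crosslinked libraries, and 1.02 ± 0.0682 (SD, n = 4) times those in non-crosslinked libraries. This difference of 1.26 also separated all libraries of the groups (exact permutation test, two-sided p = 0.0286).

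**Figure D1:**
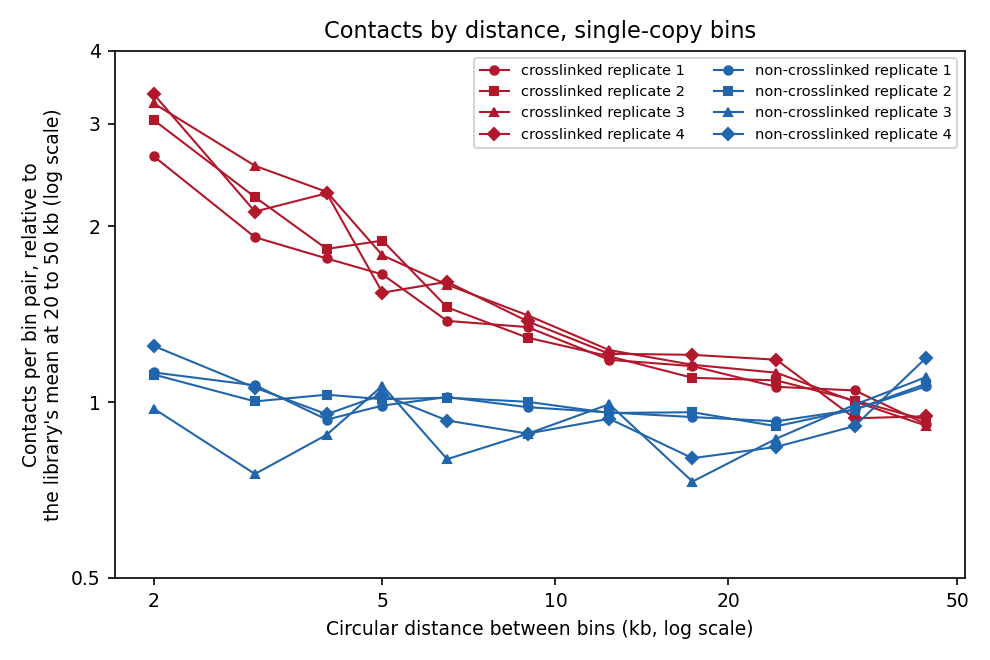
Contacts per pair of single-copy bins against circular distance (kb, log scale), each library divided by its own mean at 20 to 50 kb (log scale); lines and symbols are single libraries, red for crosslinked and blue for non-crosslinked. Contacts at 2 to 5 kb were 2.0 to 2.5 times those at 20 to 50 kb in the 4 crosslinked libraries, against 0.918 to 1.07 times in the 4 non-crosslinked libraries.

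Whether libraries of a group shared more than this distance trend was asked by correlating observed over expected contacts, as log2 with a pseudocount of 1, across 11935 bin pairs. Bin pairs are not independent replicates. Mean Pearson r was 0.756 within the crosslinked group, 0.675 within the non-crosslinked group and 0.619 between groups; mean Spearman rho was 0.431, 0.30 and 0.208. The mean r within groups exceeded that between groups by 0.0966 (exact permutation of group labels over 35 splits, two-sided p = 0.0286). Mirror pairs entered all of these values. Over 11408 pairs more than 2 bins apart by folded distance, mean r was 0.202 and 0.268 within groups and 0.00107 between groups. After balancing, the same 3 values fell to 0.0319, 0.0359 and 0.0112, and in balanced maps of 5-kb bins they were 0.221, 0.15 and 0.0986.

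Bin pairs that differed between the groups were sought with edgeR's quasi-likelihood test. Of 12090 pairs, 381 held enough counts to be tested, and 234 differed at a Benjamini-Hochberg adjusted p under 0.05, with 131 higher and 103 lower in crosslinked libraries. Of those 381 pairs, 215 had no overlap between the values of the groups, where chance gives 2.86%. The tested pairs were almost entirely near contacts. Among 155 pairs of a bin with itself, 9 were higher and 77 lower; among 155 pairs of adjacent bins, 96 were higher and 13 lower. Of 65 mirror pairs, 20 were higher and 13 lower, and the other 6 pairs were all higher. Scaling changed this balance: library totals without TMM gave 160 higher and 62 lower, and shifted the median log2 change of all tested pairs to 0.12 from -0.0025. Scaling on contacts over 5 kb gave 88 higher and 19 lower with a median of -0.15. Scaling on contacts over 5 kb by folded distance moved the count most, to 14 pairs, all higher, with a median of -1.57. Fitted alone, the deeper libraries gave 454 pairs and the shallower ones 245, of which 186 were shared with the same sign (edgeR, adjusted p under 0.05).

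The 5 largest increases joined bins at low counts, and 4 of them were pairs of neighbouring places in the repeat whose reads were placed across its 2 copies. The bin 101001 to 102000, which holds part of rrn16S, and the bin 138001 to 139000 had 11 to 53 contacts in crosslinked libraries and 0 to 1 in non-crosslinked libraries, at least 10.4-fold higher against a floor of 3 counts (edgeR adjusted p = 4.55e-05). The single-copy bins 47001 to 48000 (trnL) and 51001 to 52000 (trnV), 4 kb apart, had 8 to 26 contacts against 0 to 2, at least 5.63-fold higher (edgeR adjusted p = 0.000157). Pairs starting at 105001 (rrn23S) and 134001 (trnA), at 110001 (ycf1, ndhF) and 129001 (ycf1, trnN), and at 103001 (trnI, trnA) and 136001 (an rRNA gene) had fitted log2 changes of 2.53, 2.49 and 2.45. The 5 largest decreases were near contacts at high counts. Contacts between bin 98001 to 99000 and its image at 139001 to 140000, with no gene in the table, changed by -0.94 ± 0.10 (SE) on the log2 scale, from 3123 ± 386 to 1623 ± 150 normalized counts (CPM) (SD, n = 4 each; edgeR adjusted p = 1.86e-05). Same-bin contacts changed by -0.74 at 124001 to 125000 (ycf1), -0.72 at 154001 to 155000 (rpl2), -0.67 at 68001 to 69000 (rps18, rpl20) and -0.66 at 98001 to 99000. All 5 decreases were past the threshold under each other setting that tested them except scaling on contacts over 5 kb by folded distance, where their adjusted p was 0.161 (edgeR).

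The total of each bin's contacts with all other bins differed in 75 of 155 bins, 35 higher and 40 lower (edgeR, adjusted p under 0.05), and the groups did not overlap in 70 bins. Totals without TMM gave 42 higher and 28 lower. Scaling on contacts over 5 kb gave 40 higher and 4 lower, with the median log2 change moved from -0.024 to 0.10. Scaling on contacts over 5 kb by folded distance gave 0 bins, with 20 at an unadjusted p under 0.05 and a median of -1.28. Fitted alone, the deeper libraries gave 51 bins and the shallower ones 86, of which 42 were shared with the same sign. The largest increase was in bin 41001 to 42000, inside psaA, at 3271 ± 325 against 1422 ± 498 CPM (SD, n = 4 each), a log2 change of 1.18 ± 0.19 (SE; edgeR adjusted p = 4.96e-07). Increases followed at 25001 to 26000 (rpoB, 1.1), 52001 to 53000 (trnM, atpE, atpB, 1.03), 75001 to 76000 (petB, 0.91) and 88001 to 89000 (ycf2 in the repeat, 0.81). The largest decrease was in bin 113001 to 114000, which holds rpl32, at 6614 ± 424 against 11577 ± 2435 CPM (SD, n = 4 each), a log2 change of -0.80 ± 0.12 (SE; edgeR adjusted p = 1.50e-07). Decreases followed at 148001 to 149000 (ycf2, -0.78), 98001 to 99000 (-0.69), 154001 to 155000 (rpl2, -0.61) and 65001 to 66000 (petL, petG, -0.57). Repeat bins among these share reads with the other copy. Contacts over 5 kb by folded distance were only 5.87% to 38.4% of contacts between different bins per library. In long-range totals alone, the named increases were 0.60, 1.08, 0.81, 0.19 and 1.67, in the order given. The groups overlapped at 41001 and 75001, and 75001 did not pass the threshold (edgeR adjusted p = 0.0582). The named decreases were -1.71, -0.45, -0.17, -0.81 and -1.98, and 98001 did not pass (edgeR adjusted p = 0.151).

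Long-range bin totals, added after the data were seen, leave out near and mirror contacts. Between 2643 and 52972 contacts per library entered them. They differed in 103 of 155 bins, 49 higher and 54 lower in crosslinked libraries (edgeR, adjusted p under 0.05), and the groups did not overlap in 101 bins. Totals without TMM gave 66 higher and 46 lower and moved the median log2 change from 0.053 to 0.16. With same-bin counts as an offset, 70 bins differed, 59 higher and 11 lower, but the median moved to 0.46. With the offset centred, 103 bins differed, 51 higher and 52 lower, with a median of 0.042. Fitted alone, the deeper libraries gave 100 bins and the shallower ones 89, of which 78 were shared with the same sign (edgeR, adjusted p under 0.05). In the repeat, counting both copies, 27 of 54 bins were higher and 5 lower. In the small single copy region, 1 of 17 bins was higher and 12 lower, and in the large single copy region, 21 of 84 bins were higher and 37 lower. These counts are relative to TMM scaling over all 155 bins. With repeat bins left out of the fit, 40 of 101 single-copy bins were higher and 38 lower (edgeR, adjusted p under 0.05). The balance of directions in single-copy bins thus depended on scaling. The 5 largest increases all lay in the repeat, in bins starting at 146001, 88001, 92001, 152001 and 150001, all overlapping ycf2. Their log2 changes were 1.68, 1.67, 1.25, 1.17 and 1.14, and the lowest non-crosslinked library had 4 to 12 contacts in each. The bins at 88001 and 150001 form a mirror pair, as do those at 92001 and 146001, so these 5 bins are not separate places. The bin 126001 to 127000 (ycf1) showed the largest decrease, from 17602 ± 5763 to 3470 ± 424 CPM (SD, n = 4 each), a log2 change of -2.19 ± 0.18 (SE; edgeR adjusted p = 4.42e-08). Decreases followed at 65001 to 66000 (petL, petG, -1.98), 113001 to 114000 (rpl32, -1.71), 27001 to 28000 (trnC, -1.67) and 13001 to 14000 (atpH, -1.53). Across bins, the log2 profiles of long-range totals correlated at r = 0.811 to 0.936 between crosslinked replicates and 0.872 to 0.976 between non-crosslinked replicates, but at -0.134 to 0.355 between libraries of different groups.

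**Figure D2:**
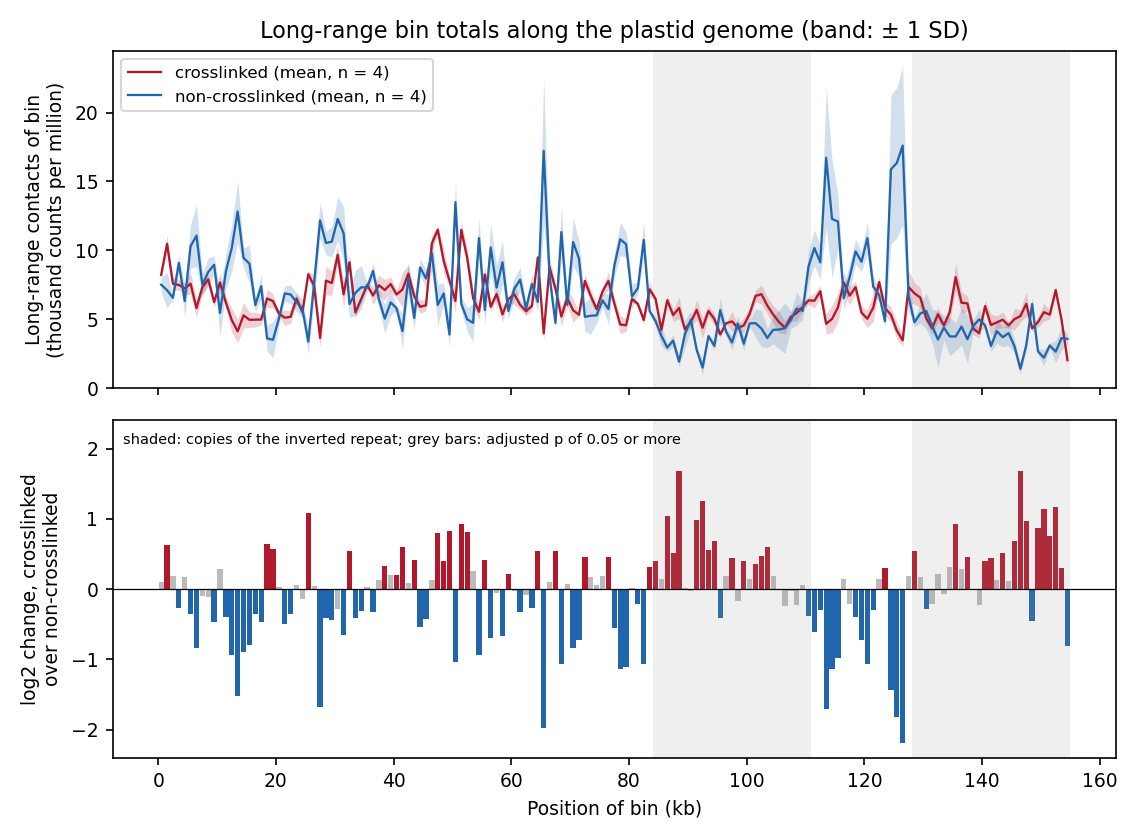
Long-range bin totals along the plastid genome (kb). The upper panel gives mean CPM (in units of 1000) of 4 crosslinked (red) and 4 non-crosslinked (blue) libraries with bands of 1 SD; the lower panel gives the log2 change per bin, coloured where the edgeR adjusted p was under 0.05 (103 of 155 bins), with the repeat copies shaded.

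Contacts within and between the 3 regions of the genome were compared as mean observed over expected values, with Benjamini-Hochberg adjustment over 6 region pairs. With circular distance, contacts within the small single copy region were 1.03 ± 0.0937 (SD, n = 4) in crosslinked and 2.61 ± 0.721 (SD, n = 4) in non-crosslinked libraries. This was the only region pair whose groups did not overlap (exact permutation test, two-sided p = 0.0286, adjusted p = 0.171), and no region pair passed the threshold after adjustment. The other 5 differences lay between -0.245 (within the repeat) and 0.141 (large single copy region with repeat). With pairs over 5 kb by folded distance, 5 of the 6 differences had an adjusted p of 0.0343 (exact permutation tests, two-sided). Contacts within the small single copy region were 1.12 ± 0.260 against 3.47 ± 1.20 (SD, n = 4 each), a difference of -2.35, which was -1.46 in the deeper and -3.24 in the shallower libraries. The difference was -0.520 between the single copy regions, -0.118 within the large single copy region, 0.250 between the large single copy region and the repeat, and 0.303 within the repeat. The pair of small single copy region and repeat did not pass (-0.137, exact permutation test, adjusted p = 0.0571). When bin totals were also balanced, no region pair passed. The difference was then 0.176 within the small single copy region and -0.102 within the repeat (exact permutation tests, two-sided p = 0.0571 and adjusted p = 0.171 for both), and 0.00372 within the large single copy region. Within the small single copy region it was 0.0282 in the deeper and 0.324 in the shallower libraries. Balanced with circular distance, the difference within the small single copy region was -0.924 (exact permutation test, two-sided p = 0.0286, adjusted p = 0.114).

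Contacts among transcribed genes were examined for a list fixed before the data were examined: psbA, rbcL, psaA, psaB, psbB, psbC, psbD, psbE, rrn16 and rrn23 (rrn16S and rrn23S in the gene table). These genes overlapped 23 bins, counting 1 copy of the repeat, which formed 208 pairs over 5 kb apart. With circular distance, log2 observed over expected was -1.43 ± 0.53 (SD, n = 4) in crosslinked libraries and -3.00 ± 1.61 (SD, n = 4) in non-crosslinked libraries. The difference of 1.56 did not pass the threshold (exact permutation test, two-sided p = 0.171). This test mixes the depth classes. Within either class the groups did not overlap, and the difference was 0.589 in the deeper and 2.54 in the shallower libraries. Without non-crosslinked replicate 3 the difference was 0.97. With folded distance the log2 value was 0.40 ± 0.063 (SD, n = 4) and -0.27 ± 0.38 (SD, n = 4), and the difference of 0.67 separated the groups (exact permutation test, two-sided p = 0.0286). That difference was 0.40 in the deeper and 0.93 in the shallower libraries. Among 10000 random sets of 23 bins, the crosslinked value with folded distance stood at percentile 99.89 and the non-crosslinked value at percentile 16.53. Among 154 shifts of the list around the map they stood at 99.4 and 24.0. With circular distance, as planned, the crosslinked and non-crosslinked values stood lower, at 31.95 and 5.5 among random sets and at 64.3 and 14.3 among shifts. After balancing of bin totals the folded values were 0.077 ± 0.036 and 0.12 ± 0.13 (SD, n = 4 each), and the difference of -0.043 was within the spread (exact permutation test, two-sided p = 0.743). These balanced values stood at percentiles 98.95 and 95.53 of random sets and at 91.6 of the shifts in both groups. Balanced with circular distance, the difference was 0.71 (exact permutation test, two-sided p = 0.229). Among the listed bins, 13 differed in bin totals, 11 higher and 2 lower, and 14 in long-range bin totals, 10 higher and 4 lower (edgeR, adjusted over all 155 bins). Adjusted over the list alone, the counts were also 13 and 14. The largest long-range increase among them was 0.62 in psbA and the largest decrease -0.94 in rbcL, on the log2 scale.

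**Figure D3:**
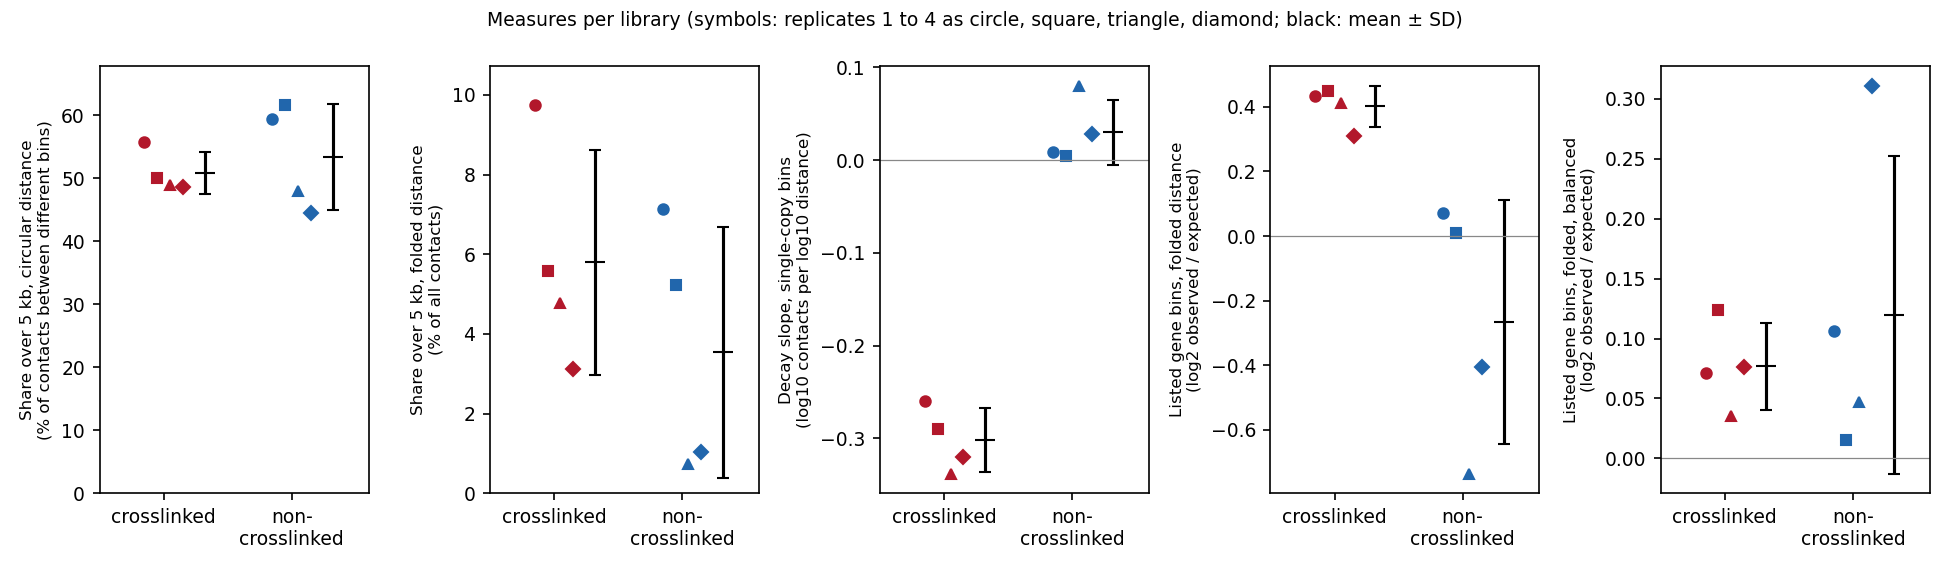
Per-library values of 5 measures, with symbols for single libraries and black bars for the mean ± SD of 4 libraries per group; units are on each vertical axis. The share over 5 kb overlapped between groups under both distances, the single-copy slope and the folded log2 of the listed gene bins did not (the latter 0.40 against -0.27 on average), and the balanced log2 overlapped again.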

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

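In 128 sets of 4 replicate values, 4 held a library far from the other 3, where chance alone gives about 6.4, so no pattern is read from them. No technical or biological explanation was tested for any of the 4.

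Contacts within the large single copy region, by folded distance and after balancing, were 1.046 times expected in crosslinked replicate 2 and 1.035 to 1.036 in the other crosslinked libraries. The mean of the non-crosslinked libraries was 1.035 ± 0.0263 (SD, n = 4).

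Contacts between the bins 101001 to 102000 and 138001 to 139000 were 1.56 CPM in non-crosslinked replicate 1 and 0 in the other non-crosslinked libraries. This is 1 contact, under the floor of 3 counts.

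Contacts between the bins 110001 to 111000 and 129001 to 130000 were 25.7 CPM in crosslinked replicate 4 and 60.5 to 67.3 in the other crosslinked libraries. Replicate 4 is the crosslinked library with the fewest contacts.

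The long-range total of bin 88001 to 89000, in the repeat, was 2460 CPM in non-crosslinked replicate 3 and 1734 to 1775 in the other non-crosslinked libraries. It rests on 12 contacts in replicate 3, and all 4 values lay below the crosslinked mean of 5821.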

How the results depend on the processing

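Across the 13 summary results, and apart from leaving out libraries, 58 values under other settings kept their direction and their side of the threshold, or stayed within 1.5 times a count. Those 58 include the sign flips of per-library measures by replicate number. These keep the main difference by construction and cannot pass the threshold, so they could not change. Of the others, 6 counts moved, 11 kept their direction and passed a threshold they had not passed, and 9 changed sign, 2 of which also newly passed it. Settings with folded distance, without the repeat, without TMM, with a depth term or with an offset were chosen after the data were seen.

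Scaling decided the counts of differing features. From 234 bin pairs and 75 bin totals, scaling on contacts over 5 kb gave 107 and 44, and by folded distance it gave 14 and 0. The contacts used by the folded scaling were 0.740% to 9.74% of a library; why either scaling changed the counts was not tested. Under the folded scaling the bin totals at 52001 (-0.0105), 75001 (-0.0433) and 88001 (-0.45) changed sign, none past the threshold. Of the 72 pairs tested at 2 or more bins apart 52 were called, and of the 10759 over 5 kb by folded distance, without a filter, 29. Without a filter, 189 of 12089 pairs were called, and 40 were shared with the same sign. Named items otherwise changed little: 5 bin pairs and 8 bin total results no longer passed the threshold, all but 1 under the folded scaling. The named long-range totals, for which neither scaling was run, passed under each setting that tested them.

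The long-range share changed sign with folded distance (5.76), without repeat bins (1.18), as a share of all contacts (2.27) and without non-crosslinked replicate 2; it ran from -5.45 to 0.233 percentage points over the 8 fits that each left out a library. Without adjacent bins it passed the threshold (-2.21). Mirror pairs enter or leave these shares by construction, while the cause of the effect of adjacent bins was not tested.

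The slope difference passed the threshold at 2 to 20 kb (-0.536), balanced (-0.417), with folded distance (-0.254) and without repeat bins (-0.332; balanced -0.270; 5 to 50 kb -0.316). It stayed negative in the 8 fits without a library.

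With folded distance over 5 kb, regional differences became -0.118 (within the large single copy region, reversed and past the threshold), 0.303 (within the repeat, likewise), -0.520 (between the single copy regions), 0.250 (large single copy region with repeat) and -2.35 (within the small single copy region). After balancing as well, the values within the small single copy region, the repeat and the large single copy region were 0.176, -0.102 and 0.00372. The small single copy region with the repeat reversed on balancing (0.0731) and over 5 kb (0.00427). For the listed genes the difference was 0.667 with folded distance and -0.0432 when also balanced; balanced with circular distance it was 0.707. Mirror pairs raise the expected value under circular distance, which folded distance removes; the cause of the other reversals was not tested.

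Leaving out 1 library gave 203 to 279 bin pairs, 57 to 85 bin totals and 98 to 104 long-range bin totals. For the per-library measures only values were compared. Non-crosslinked replicate 3 weighed most on the listed genes (0.974 without it). Contacts within the repeat differed by -0.490 without non-crosslinked replicate 1 and -0.0428 without replicate 3, against -0.245. Within the large single copy region the values were 0.0835 and 0.0122, against 0.0462. The small single copy region with the repeat was -0.00895 without non-crosslinked replicate 1 and -0.0463 without crosslinked replicate 1, against -0.0282. The difference between the single copy regions was -0.0935 without non-crosslinked replicate 1 and -0.187 without non-crosslinked replicate 3, against -0.148. None of these 5 differences was past the threshold.

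Whether the replicate numbers pair the samples was not settled. Deviations of same-numbered libraries correlated at 0.0325, 0.0392, 0.0414 and 0.00314, with no value for unpaired libraries to compare them with. Library depth also went with the replicate number in both groups. With the replicate number as a block, 235 bin pairs, 81 bin totals and 102 long-range bin totals were called. Sign flips of 4 differences cannot give a p under 0.125; they gave 0.75 for the long-range share and 0.125 for the slope and for the listed genes. The filter removed no bin from the bin totals, so no fit without it was made.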

Other observations

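Tests in this part were chosen after the results were seen, except the correlation with bin coverage, its tests for 2 regions and the amount of scatter around bin totals. All rest on the same 8 libraries, and bins are not independent replicates.

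Other splits of the 8 libraries into 4 and 4 were compared with the real one. For bin pairs, 1 of the 35 splits gave as many calls, which was the real split; the next largest count was 0. For bin totals it was 1 of 35 and for long-range bin totals 1 of 35, again with 0 calls in every other split, including the split by depth. Each other split mixes crosslinked and non-crosslinked libraries, so the difference between groups adds to its spread. The 0 calls of the depth split therefore cannot show whether depth has an effect. Library depth as the cause of the long-range differences is argued against by the 89 bins called within the shallower libraries alone, whose totals interleave between the groups. The number of long-range contacts is argued against by the 100 bins called within the deeper libraries alone, where those numbers interleave. The other splits of each class into 2 and 2 gave 0 calls, but they mix the groups as well. With the totals of repeat bins left out, 78 of 101 single-copy bins were called, of which 60 were among the 103 with the same sign. The single-copy totals still held contacts with repeat bins. This fit thus argues against differences confined to the repeat, but it cannot exclude reads shared by the repeat copies as a cause.

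In the non-crosslinked libraries a bin's long-range total followed its same-bin count, with r = 0.847 to 0.903 across bins in the 4 libraries. In the crosslinked libraries r was -0.216 to 0.070. The single-copy slope near 0 and this relation are both consistent with ligation in proportion to the amount of DNA recovered from each bin, as a hypothesis for the controls. A candidate explanation of the differences between groups is therefore bin coverage. The log2 change of the long-range total correlated with that of the same-bin count at r = 0.592 (rho = 0.608) over 155 bins, above the 0.5 set before the test. With same-bin counts as a centred offset, 103 bins were called, 51 higher and 52 lower, of which 91 were called without it with the same sign. This argues against a change in proportion to same-bin counts as the whole cause. The offset takes long-range totals as proportional to same-bin counts in both groups, which the r in crosslinked libraries does not show. Bin coverage that same-bin counts do not capture stays open, as does a partial contribution. Base composition and restriction sites were not analysed here and stay open too, as does the effect of crosslinking itself.

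The fall of contacts with distance in crosslinked libraries was weighed against 3 technical explanations. Mirror pairs of the repeat are argued against by the difference of -0.332 without repeat bins, and unequal bin totals by -0.270 after balancing as well. Too few contacts in the controls are argued against by the 2 deeper non-crosslinked libraries, whose higher slope was 0.00827. The hypothesis that crosslinks hold nearby DNA together, which the design names, was tested only by this comparison. Explanations that were not examined, such as base composition and restriction sites, stay open beside it.

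The difference between groups in folded-distance contacts among the listed transcribed genes may reflect how many long-range contacts each of their bins has. After balancing it was -0.0432, within the spread, as was 0.707 with circular distance and balancing (exact permutation p = 0.229). The circular balancing did not equalise long-range totals, so the circular value does not bear on this point. The balanced folded values stood high among random sets in both groups, at percentiles 98.95 and 95.53, but at 91.6 among shifts of the list in both, inside the middle 95%. The long-range totals of the listed bins were not set apart either. Their median log2 change of 0.19, against 0.014 in other bins, stood at percentile 83.8 among 154 shifts of the list around the map, inside the middle 95%. For 46 bins with tRNA or rRNA genes, 9 of them shared with the list, the median of 0.11 stood at percentile 67.5. Outside the repeat the sign of this median reversed, to -0.10 in 23 bins, at percentile 22.7. For the 17 listed bins outside the repeat the median was 0.19, at percentile 92.2, also inside the middle 95%. All these results on totals are negative for a difference tied to these genes at 1-kb resolution.

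Regions differed more clearly. The median log2 change of long-range totals was -0.60 in the 17 bins of the small single copy region, at percentile 0 among 154 shifts of that stretch, and 0.30 in the 54 repeat bins, at percentile 98.7. With same-bin counts as an offset the percentiles were 0 and 99.4. This argues against a change in proportion to same-bin counts as the whole cause for both regions, while bin coverage in other forms stays open. Balanced contacts within the small single copy region differed by 0.176 with folded distance (exact permutation p = 0.0571) and by -0.924 with circular distance (exact permutation p = 0.0286, adjusted p = 0.114). The folded difference was 0.0282 in the deeper and 0.324 in the shallower libraries, and the circular one was -0.607 and -1.24. Within the repeat the balanced difference with folded distance was -0.102 (exact permutation p = 0.0571). The circular balancing also used adjacent and mirror contacts. It did not equalise long-range totals, so the circular value cannot decide whether partners differ. The folded values did not pass the threshold. Whether partners within these regions differ, as well as the amount of long-range contact, therefore stays open. The way reads were assigned to the repeat copies was not stated and may enter the repeat value; the small single copy region has no second copy.

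How much of the map is left once bin totals and distance are accounted for was asked from the scatter of counts over 11408 bin pairs more than 2 bins apart by folded distance. The Pearson dispersion, which is 1 for counting noise, averaged 1.04 in crosslinked libraries, above the highest of 20 simulated maps in 3 of 4. In the non-crosslinked libraries it averaged 1.08, above the simulations in 4 of 4. The criterion set beforehand, all libraries above the simulations, was thus met by the controls only. Counting noise alone would leave residuals unrelated between libraries, and this is argued against in both groups. Residuals of 1-kb bin pairs correlated at a mean of 0.0307 between crosslinked replicates (0.0123 to 0.0459 over 6 pairs of libraries) and 0.0342 between non-crosslinked replicates (0.010 to 0.076), against at most 0.00644 and 0.00649 in 20 simulated sets. Between libraries of different groups the mean was 0.0109, against at most 0.00385 in the simulated sets. In 5-kb blocks that mean was 0.0994, against at most 0.0173. A weak pattern of partners is therefore shared by replicates in both groups, and the correlation between groups was beyond counting noise as well. The mean between crosslinked replicates exceeded that between groups by 0.0198 (exact permutation, one-sided p = 0.0286) in 1-kb bins and by 0.0863 (exact permutation, one-sided p = 0.1) in 5-kb blocks. Non-crosslinked replicates 3 and 4 held 2792 and 4476 of these contacts, against 12033 or more in crosslinked libraries. Few contacts can lower such correlations, so the excess was not separated from contact number. What the pattern comes from, and how much of it depends on crosslinking, stays open.

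Contacts over 5 kb by folded distance fell from replicate 1 to replicate 4 in crosslinked libraries, at 9.74%, 5.59%, 4.76% and 3.11% of all contacts. In non-crosslinked libraries they were 7.13%, 5.23%, 0.740% and 1.03%. The labels give no batch, and no explanation was tested.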
